A study of Mus musculus with 12 samples. Its data were reported in "Transcriptomic sex differences in sensory neuronal populations of mice" (2020).

How the data were processed

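RNA was sequenced from fractions of mouse dorsal root ganglia (DRG) and trigeminal ganglia (TG) that had been enriched for sensory neurons on a Percoll gradient, which separates cells by density. The fractions came from naive C57BL females and males. There were 12 libraries in 4 groups of 3: female DRG, male DRG, female TG and male TG. Group and replicate number were taken from the sample titles, where each group is numbered 1 to 3. The pairing used in the replicate block comes from these numbers. Female and male libraries come from different animals, and whether a TG library and the DRG library of the same sex and number share animals is not stated in the labels.

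The authors dissociated the ganglia, removed ribosomal RNA from total RNA by hybridization and RNase H, and made dUTP stranded libraries that were read as short single reads on an Illumina HiSeq instrument. They aligned the reads to the mouse genome build mm9 with TopHat2 at default settings. The authors' deposited files hold raw read counts per gene symbol from HTSeq-count, with no normalization, and 5 summary lines at the end of each file that are not genes. The version of the counting tool, the annotation and the strand setting were not stated. A strand setting that ignores strand would give reads of overlapping antisense genes to neither or to the wrong gene, and reads that align to several places are not counted, so genes with near-identical copies are undercounted. The unit was checked on the files: the values are whole numbers and their totals differ between libraries.

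Each file lists 22609 genes. Positions, exon-union lengths and GC contents came from the GENCODE annotation of the same build (NCBIM37, mm9), which matched 21672 genes (95.9%), 45 of them through an older symbol. Total counts per library ran from 7511765 to 15396090 reads in genes. The smallest level that the depth of a library can show, set at 3 counts, corresponded to 0.195 to 0.399 CPM (read counts of a gene relative to the library total, scaled to a common total). Shares of reads in single libraries have 95% Wilson confidence intervals. Amplified reads without molecular identifiers are not independent molecules, so these intervals and floors cover counting error only.

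Sex comparisons were made with edgeR 4.0.16 in R 4.3.3, in each ganglion separately with its 6 libraries. Genes were kept by filterByExpr, libraries were scaled by TMM factors, and the quasi-likelihood F-test was used without a replicate block. P-values were adjusted by Benjamini-Hochberg over all genes tested. The log2 fold change is female over male, so that positive values are higher in females. CPM values are TMM-scaled and errors of group means are standard deviations (SD). A gene met the study's criteria when its fold change was above 2, its unadjusted p was under 0.05 and its mean CPM was above 1 in the higher sex. CPM stood in for RPKM (CPM per kilobase of exon), and a criterion of RPKM above 1 was run as an alternative. Unlike the median normalization and DESeq test of the authors, the main test here was edgeR, and DESeq2 1.42.0 was an alternative. A second set of calls required an adjusted p under 0.05. The sex-check genes Xist, Tsix, Ddx3y, Uty, Kdm5d and Eif2s3y were left out of every count of sex-dependent genes.

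The difference between ganglia in the sex effect (interaction) and the TG against DRG contrast were tested with edgeR in one model of all 12 libraries with a mean for each of the 4 groups. TG against DRG calls required an adjusted p under 0.05 and a fold change above 2. Lists shared between ganglia were compared by a one-sided Fisher's exact test over the genes tested in both. Genes are not independent replicates, so this p describes the lists only. There were 12 gene families, defined by symbol patterns and tested with camera of limma 3.58.1 on log2 CPM (prior count 2), with the inter-gene correlation estimated from the data and Benjamini-Hochberg adjustment over the 12 families of a ganglion. The integrin pattern also takes in integrin-binding proteins, the potassium channel pattern takes in channel-interacting subunits, and the oxidative phosphorylation pattern takes in a pair of related coupling factors. Marker genes of 9 cell classes were averaged per library on the log2 CPM scale, and the sexes were compared by an exact permutation test, which cannot go below 0.1 with 3 libraries against 3. Reads outside annotated genes are those that the counting tool assigned to no counted feature. That feature was not stated, so reads in introns may be among them and are not told apart from reads between genes. They were taken as a percent of the sum of reads in genes and outside genes.

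The genes named in the text were chosen by a rule set before any count was read. They are the sex-check genes, the 6 genes that the study took to RT-PCR, the 12 TG and 13 DRG genes that the study listed, the 3 genes with the smallest p per ganglion and direction among those meeting the study's criteria with no overlap between the sexes, and the 5 genes with the smallest p per direction for TG against DRG. Exceptions are stated where they occur. 1 TG gene that met this rule is not reported here.

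Alternatives were RLE size factors, total counts without TMM factors, no low-count filter, the replicate number as a block, a correction for GC content and gene length, the block and the correction together, omission of genes holding over 1% of any library, DESeq2, a fold-change minimum of 1.5, CPM above 10, RPKM above 1, omission of chromosomes X and Y, all 12 libraries in one model, and each library left out in turn. Families were also tested with camera at a preset correlation of 0.01 and with fry. The correction fitted a loess surface (span 0.3, degree 1) of each library's log2 CPM deviation on GC content and log length, held at the 1 and 99 percentiles at its ends, and used it as an offset. The libraries numbered 1 and 2 were also fitted alone, and the marker classes were also corrected for GC content and length. These last alternatives were chosen after seeing the data.

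The edgeR, DESeq2 and family tests were tested on simulated data built from the means and sizes of the real libraries. Over 13636 genes of which 193 changed by 2 on the log2 scale, edgeR's adjusted calls recovered 71.0% with 5 false calls, DESeq2 recovered 79.3% with 30 false calls, and the study's criteria recovered 92.7% with 267 false calls. With a GC bias added to 13601 genes, the study's criteria gave 3078 false calls without the correction and 258 with it. The interaction test recovered 25.5% of 196 changed genes among 14455, and TG against DRG recovered 74.9% of 195 among 14449. Camera called the 1 family that had been shifted (adjusted p = 0.00215, over 13601 genes) and 0 of the others. The simulated genes varied independently of each other, whereas the correlations estimated in the real families reached 0.722 in TG and 0.646 in DRG. This simulation therefore does not show that camera could call a shift in the real families.

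Libraries of a group were compared before they were averaged. The closest pair, male TG 1 and male TG 2, had a correlation of 0.961 across genes, and a chi-square per gene of 14.3 over 13965 genes showed that they were not the same library. Retrograde-labelled neurons and whole ganglia, which the study also examined, were not analysed here. Calculations in Python used version 3.11.15, and plots used matplotlib 3.10.9.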

Results

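Transcripts were counted in 12 libraries of Percoll-enriched sensory neuron fractions, with 3 female and 3 male libraries of DRG and 3 female and 3 male libraries of TG. The design asked which genes differ between the sexes in each ganglion, whether those genes are shared by the ganglia, and how TG and DRG neurons differ. Reads assigned to genes ranged from 7511765 in female DRG 1 to 15396090 in male TG 2, with a median of 11663521.5. Genes with at least 10 counts numbered from 12696 to 14202 per library. Malat1, Mtap1b and Rpph1 each held more than 1% of the reads in genes of at least 1 library. Malat1 held between 1.81% and 4.21%, and the 95% Wilson intervals of the shares of these genes were no wider than 0.0120 percentage points to either side.

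Reads outside annotated genes made up between 37.6% (male TG 2) and 50.4% (female DRG 1) of the reads in and outside genes, with 95% Wilson intervals of at most 0.0252 points to either side. Correlations of log2 CPM between libraries of one group, computed across genes, which are not independent replicates, ran from 0.836 to 0.961. The first principal component held 25.1% of the variance and set female DRG 1 apart, and the third held 14.6% and set female TG 3 apart. The second held 15.8% and ran from -82.35 in female TG 2 to 59.89 in male DRG 1. It did not part the sexes fully, with female DRG 1 at 50.15 and male TG 3 at -23.26.

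**Figure D1:**
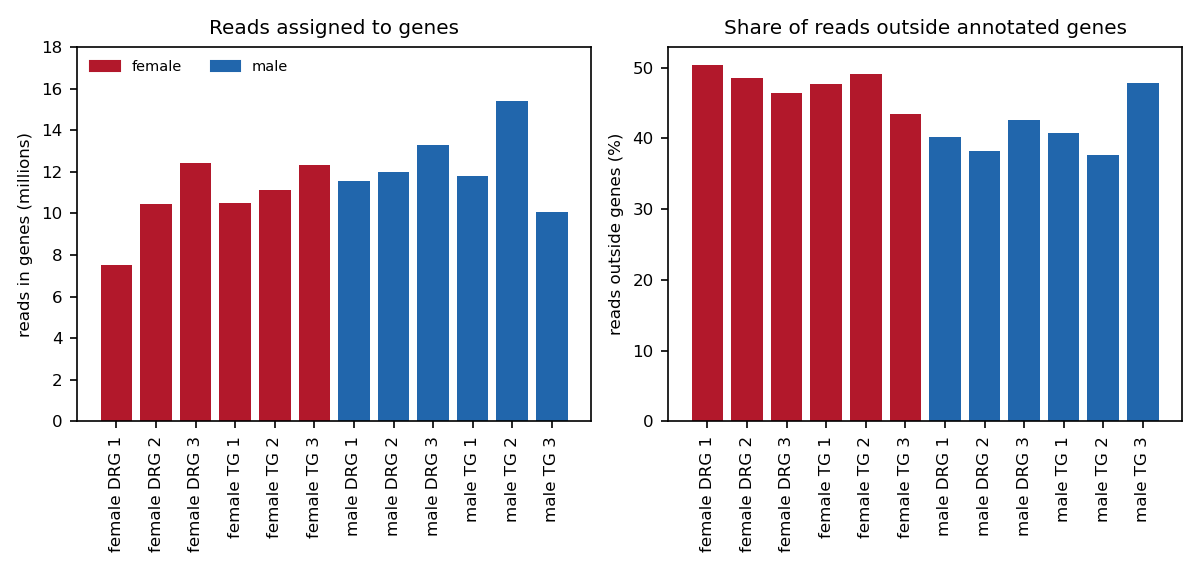
Reads assigned to genes (left) and percent of reads outside annotated genes (right) for each of the 12 libraries, 1 bar per library, in red for females and blue for males. Reads in genes ran from 7511765 to 15396090, and the share outside genes ran from 37.6% to 50.4%, with male TG 3 at 47.9% the highest male library.

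Sex-check genes were read in every library first. Xist counts were 9351 to 15691 in the 6 female libraries and 4 to 11 in the 6 male libraries. Counts of the Y-linked genes were 694 to 1843 for Ddx3y, 632 to 978 for Uty, 276 to 605 for Kdm5d and 408 to 781 for Eif2s3y in male libraries, against at most 2 in any female library. Tsix had 0 to 9 counts in female and 0 in male libraries, too few to be tested. The other 5 genes passed an adjusted p of 0.05 in edgeR in both ganglia, and every library matched its labelled sex.

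The TG comparison asked which genes are expressed differently in female and male TG fractions. Of 14009 genes tested, 1033 met the study's criteria, 720 (69.7%) higher in females and 313 higher in males. The alternative that moved this count most was the fit of the libraries numbered 1 and 2 only, with 3491 genes, of which 53.0% were higher in females. At a fold change above 1.5 the share was 53.5%, and in the model of all 12 libraries it was 57.4%. The libraries numbered 3, with 1 per sex, were too few to be fitted by themselves. After the correction for GC content and gene length 312 genes met the criteria, of which 185 (17.9% of the 1033) were among the uncorrected calls. Without TMM factors 1030 genes were higher in females and 159 in males, a share of 86.6%. That scaling raised the median log2 fold change of all genes from 0.05 to 0.16 in TG and from 0.02 to 0.19 in DRG, so the counts are relative to the TMM scale. By edgeR's adjusted p 0 genes passed 0.05, with a smallest adjusted p of 0.118, while 2898 genes had an unadjusted p under 0.05 where 700 were expected by chance. DESeq2 called 812 genes at an adjusted p under 0.05, 368 (45.3%) higher in females and 444 in males. Female and male CPM did not overlap in 769 of the 1033 genes (74.4%), genes that were themselves chosen for a difference, and in 3320 of all genes tested (23.7%), where chance gives 10%. The biological coefficient of variation was 0.394.

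Mrc2 and Notch3 were among the TG genes with the smallest p among non-overlapping female-selective calls. Mrc2 (ENSMUSG00000020695.8, mm9 chromosome 11, 105153957 to 105212453, protein coding) had 24.0 ± 9.28 CPM in females and 4.76 ± 1.04 CPM in males (SD, n = 3 each), a log2 fold change of 2.34 (SE 0.38, edgeR adjusted p = 0.154). Notch3 (ENSMUSG00000038146.7, chromosome 17, 32257765 to 32303825) had 43.7 ± 25.1 and 7.87 ± 0.990 CPM, with a log2 fold change of 2.47 (SE 0.42, adjusted p = 0.154). Among male-selective calls, B230118H07Rik (ENSMUSG00000027165.9, chromosome 2, 101400938 to 101489689) had 17.8 ± 1.40 CPM in females and 52.2 ± 12.3 CPM in males, a log2 fold change of -1.55 (SE 0.27, adjusted p = 0.154). Bcap29 (ENSMUSG00000020650.7, chromosome 12, 32280219 to 32319462) had 15.5 ± 5.59 and 49.4 ± 5.43 CPM, with a log2 fold change of -1.67 (SE 0.31, adjusted p = 0.154). Bud31 (ENSMUSG00000038722.11, chromosome 5, 145901231 to 145908947) had 18.4 ± 4.49 and 62.0 ± 21.5 CPM, with a log2 fold change of -1.76 (SE 0.33, adjusted p = 0.154). The 3 male-selective genes kept their direction and an unadjusted p under 0.05 after the GC-length correction, with absolute log2 fold changes of 0.96 to 1.19. In the libraries numbered 1 and 2 they were 1.75 to 2.23.

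The same comparison was made in DRG. Of 13963 genes tested, 689 met the study's criteria, 280 (40.6%) higher in females and 409 higher in males. With the replicate number as a block 660 genes met them, 222 higher in females and 438 in males, and 536 of the 689 were called in both fits. Deviations of same-numbered female and male DRG libraries from their group means had a mean correlation of 0.104 across genes. The fit that moved the DRG count most used the libraries numbered 1 and 2 only and gave 1769 genes, with 1 library per sex numbered 3, too few to fit. After the GC-length correction 411 genes met the criteria, 218 higher in females and 193 in males, and 257 of them (37.3% of the 689) were among the uncorrected calls. The block together with the correction gave 383. Without TMM factors 582 genes were higher in females and 161 in males (78.3% in females). By edgeR's adjusted p 0 genes passed 0.05 with or without the block, the smallest adjusted p without it was 0.307, and 1649 genes had an unadjusted p under 0.05 where 698 were expected by chance. DESeq2 called 345 genes at an adjusted p under 0.05. Female and male CPM did not overlap in 493 of the 689 genes (71.6%) and in 2483 of all genes tested (17.8%), where chance gives 10%. The biological coefficient of variation, 0.506, was above that of TG.

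In DRG the female-selective genes with the smallest p were Lrrc32, Fosl2 and Ppp1r16b. Lrrc32 (ENSMUSG00000090958.1, chromosome 7, 105642732 to 105650341) had 17.9 ± 11.1 CPM in females and 2.71 ± 0.835 CPM in males (SD, n = 3 each), a log2 fold change of 2.71 (SE 0.61). Fosl2 (ENSMUSG00000029135.9, chromosome 5, 32438845 to 32460204) had 57.7 ± 11.2 and 21.4 ± 4.87 CPM, with a log2 fold change of 1.43 (SE 0.32). Ppp1r16b (ENSMUSG00000037754.6, chromosome 2, 158491134 to 158592070) had 28.4 ± 9.64 and 8.15 ± 1.62 CPM, with a log2 fold change of 1.80 (SE 0.42). The male-selective genes were Pfdn4 (ENSMUSG00000052033.7, chromosome 2, 170321928 to 170344623), Tmem199 (ENSMUSG00000051232.7, chromosome 11, 78320557 to 78325674) and Ngfrap1 (ENSMUSG00000046432.5, chromosome X, 132804800 to 132806517). Pfdn4 had 36.3 ± 4.05 CPM in females and 103 ± 25.4 CPM in males, with a log2 fold change of -1.50 (SE 0.30). Tmem199 had 26.0 ± 6.77 and 76.7 ± 20.8 CPM, with a log2 fold change of -1.56 (SE 0.33). Ngfrap1 had 101 ± 7.96 and 234 ± 47.9 CPM, with a log2 fold change of -1.21 (SE 0.27). The edgeR adjusted p was 0.307 for each of the 6. With the replicate block (check value 0.104) their absolute log2 fold changes were 1.19 to 2.57, in the same directions, and with the GC-length correction they were 0.67 to 2.24.

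The 6 genes that the study took to RT-PCR were Cd74, Islr, Bgn, Mxra8, Pkib and Arxes2. In TG the log2 fold changes were 1.38 for Cd74, 1.39 for Islr, 0.99 for Bgn and 0.72 for Mxra8, and they were -1.29 for Pkib and -0.97 for Arxes2. In DRG they were 1.12, 1.19, 1.03 and 1.18 for the first 4 genes and -1.20 and -1.26 for Pkib and Arxes2. Cd74 in TG had 219 ± 82.5 CPM in females and 84.5 ± 36.2 CPM in males (SD, n = 3 each). Adjusted over these 6 genes alone, edgeR's p was 0.00881 to 0.0158 in TG for all but Mxra8, at 0.0728, and 0.0122 to 0.0173 in DRG. The study picked these genes from its calls on these data together with those on back-labelled DRG neurons, so this adjustment shows no stability. It also reported RT-PCR on independently isolated neurons, with Cd74, Islr, Bgn and Mxra8 higher in females and Pkib and Arxes2 higher in males. That RT-PCR is separate evidence, which was not analysed here. Adjusted over all genes it was 0.154 to 0.279 in TG and 0.309 to 0.330 in DRG, and 0 of the 6 passed in either. The sexes did not overlap in 4 of 6 genes in TG and 5 of 6 in DRG. Chance gives 10% for a gene not chosen for a difference, which these were, so this count too shows no stability. With the replicate block (check value 0.104) all 6 DRG genes kept their direction and an unadjusted p under 0.05, with absolute log2 fold changes of 0.96 to 1.36. Within the libraries numbered 1 and 2 these were 1.11 to 1.86 in TG and 1.08 to 1.64 in DRG. Between the female and male library numbered 3, the only such pair, 4 of 6 genes in TG and 6 of 6 in DRG had the direction of the group means. Bgn and Mxra8 were the TG exceptions. After the GC-length correction the TG log2 fold changes were 0.27 for Mxra8 (unadjusted p 0.377) and -0.32 for Arxes2 (unadjusted p 0.205), and the other 4 genes kept an unadjusted p under 0.05. Reads shared by Arxes2 and its near-identical neighbour Arxes1 are not counted, so its level is uncertain.

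**Figure D2:**
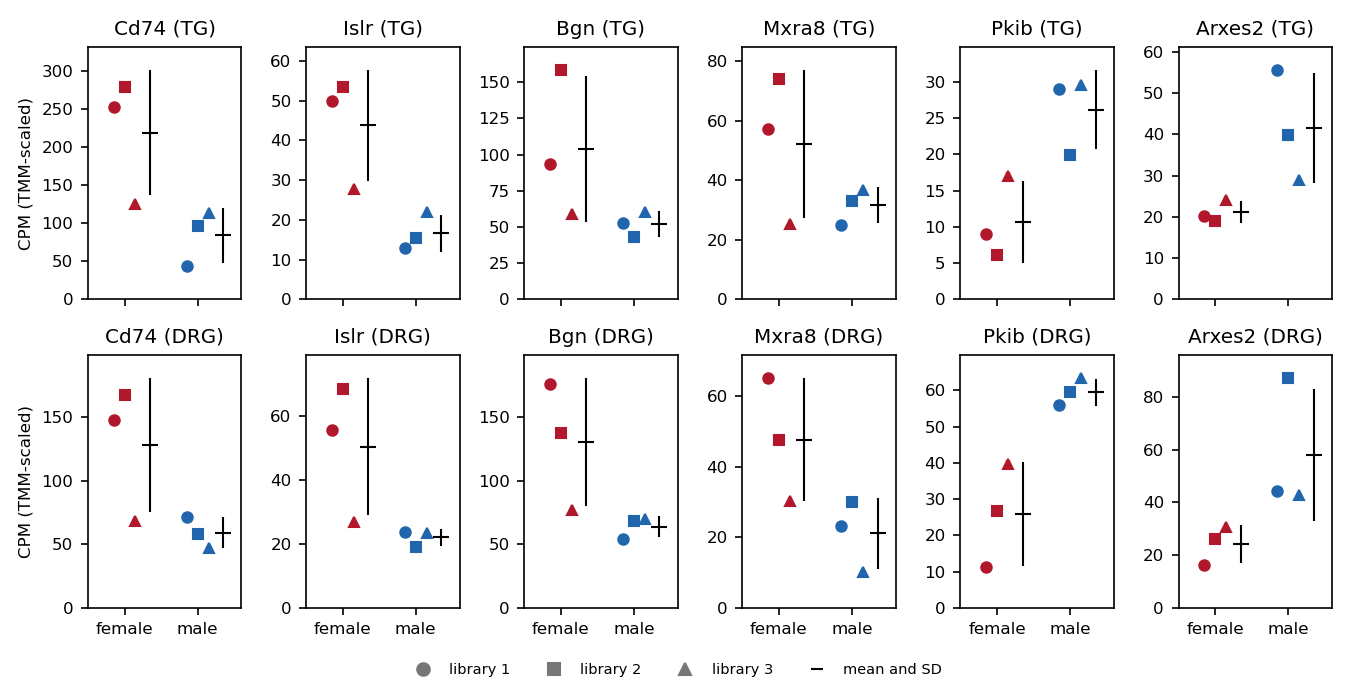
TMM-scaled CPM of the 6 genes taken to RT-PCR in TG (top) and DRG (bottom), with females in red and males in blue, circles, squares and triangles for libraries 1, 2 and 3, and horizontal ticks with vertical lines for the mean and SD of 3 libraries. In TG the triangle of female library 3 lies below a male library for Bgn and Mxra8, while the sexes do not overlap in 4 of 6 genes in TG and 5 of 6 in DRG.

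The study also listed strongly regulated genes for each ganglion, and these were followed here. All 12 TG genes changed in the listed direction and met the study's criteria. All 13 DRG genes changed in the listed direction, and 12 met the criteria. Between the female and male library numbered 3, 10 of 12 TG genes (all but Col1a2 and Socs3) and 12 of 13 DRG genes (all but Rpl13) had the listed direction. The DRG gene that did not meet the criteria, Med27, had an unadjusted p of 0.132, with 0 counts in female DRG 1 and 106 and 268 in the other two female libraries. Over all genes tested, edgeR's adjusted p was 0.154 to 0.240 for the TG genes and 0.307 to 0.551 for the DRG genes, so that 0 passed 0.05, against 12 and 12 when adjusted over each list alone. The lists are the study's own calls on these data, so the second count shows no stability. With the replicate block (check value 0.104), the DRG genes outside the RT-PCR set all kept their direction. Their unadjusted p was under 0.05, which for Med27 was a change, from 0.132 to 0.0468. Rpl13 and Rpl15 have processed pseudogenes, as does Cycs, and their levels are uncertain.

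Calls were then compared between ganglia among 13568 genes tested in both. Female-selective calls shared by TG and DRG numbered 94, against 14.5 expected (one-sided Fisher's exact p = 7.31e-52), which is 10.4% of all female-selective calls. Shared male-selective calls numbered 71, against 9.16 expected (one-sided Fisher's exact p = 1.79e-43), or 10.9%. With the replicate block (check value 0.104 in DRG) the shared calls were 49 female-selective and 93 male-selective. In the libraries numbered 1 and 2 alone, the setting that moved these counts most, they were 408 and 594. After the GC-length correction they were 38 and 24.

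Genes called in 1 ganglion were examined in the other. Of 617 genes called higher in females in TG only and tested in both ganglia, 543 (88.0%) were also higher in females in DRG, and 211 of 239 male-selective TG genes (88.3%) were higher in males there. Of DRG-only calls, 166 of 182 female-selective genes (91.2%) and 312 of 330 male-selective genes (94.5%) had the same direction in TG. Across 13563 genes the log2 fold changes of the ganglia had Pearson's r of 0.480 and Spearman's rho of 0.570, and 0.358 and 0.450 after the GC-length correction over 13560 genes. These are correlations across genes, which are not independent replicates. A single gene, Ptgds, was called in opposite directions and was singled out after its values were seen. Its log2 fold change was 2.47 in TG and -1.49 in DRG, and the edgeR interaction had an unadjusted p of 0.00538 and an adjusted p = 0.9998.

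**Figure D3:**
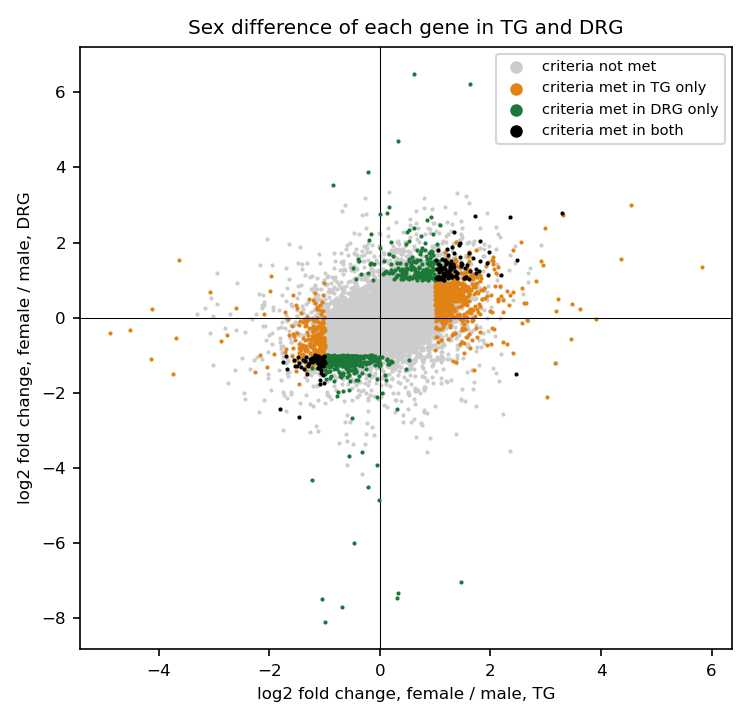
Log2 fold change of female over male in DRG (vertical) against TG (horizontal), 1 point per gene tested in both ganglia, in orange where the study's criteria were met in TG only, green in DRG only and black in both. Most one-ganglion calls share the direction of the other ganglion, as 543 of 617 female-selective TG genes do, and 94 female-selective and 71 male-selective genes are black.

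The difference in the sex effect between ganglia was tested itself in the 12-library model. Of 14829 genes, 0 had an adjusted p under 0.05 in edgeR (smallest 0.9998), and 292 had an unadjusted p under 0.05 where 741 were expected by chance. With the replicate block the count was also 0. The check of the pairing, the mean correlation of same-numbered TG and DRG libraries of one sex, was 0.122. The numbers 1 and 2 were not fitted for this contrast. No gene was thus shown to differ between TG and DRG in its sex effect. At this depth and number of libraries the test recovered 25.5% of changed genes in simulated data. Those genes differed by 2 on the log2 scale, and smaller differences were not simulated.

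The ganglia were also compared with each other across sexes. At an adjusted p under 0.05 and a fold change above 2, 114 genes differed, 71 higher in TG and 43 higher in DRG, and 143 passed the adjusted p alone. With the replicate number within each sex as a block, 185 genes differed, 112 higher in TG and 73 in DRG, and the check of the pairing was 0.122. The largest count among the alternatives was 196, with DESeq2. The 5 TG genes with the smallest p were Trpm8, Calb2, Lgi2, Tmem132c and Adarb1. Trpm8 (ENSMUSG00000036251.9, chromosome 1, 90174236 to 90285868) had 366 ± 75.9 CPM in TG and 57.7 ± 8.50 CPM in DRG (SD, n = 6 each), a log2 fold change of 2.65 (SE 0.18, adjusted p = 1.39e-07). The log2 fold changes of the other 4 were 4.05, 2.12, 2.39 and 2.22, with adjusted p of 2.32e-05 to 0.000155. Higher in DRG were Hoxa10, Th, Hoxa9, Ly86 and Hoxb9. Th (ENSMUSG00000000214.4, chromosome 7, 150078657 to 150117033) had 6.59 ± 2.07 CPM in TG and 74.2 ± 13.4 CPM in DRG, a log2 fold change of -3.50 (SE 0.24, adjusted p = 1.39e-07), and Ly86 had a log2 fold change of -2.09. Hoxa10 was at least 114-fold higher in DRG, Hoxa9 at least 48.6-fold and Hoxb9 at least 37.4-fold, since their TG counts were at most 1 per library. The Hox genes overlap antisense transcripts, and the strand used in counting is not stated.

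Gene families that the study had grouped its calls into were tested on all their members. In TG the median log2 fold change was -0.67 for 38 proteasome subunits, -0.60 for 74 nuclear oxidative phosphorylation subunits, -0.61 for 74 mitochondrial ribosomal proteins and -0.49 for 66 cytosolic ribosomal proteins. It was 1.02 for 34 collagens, 0.69 for 10 laminins, 0.90 for 13 complement components and 0.26 for 81 potassium and HCN channels. In DRG the corresponding medians were -0.77, -0.85, -0.68 and -0.71 for the first 4 families, and 0.71, 0.90, 0.60 and 0.06 for the others. By camera, 0 of 12 families passed an adjusted p of 0.05 in TG (smallest 0.381) and 0 of 12 in DRG (smallest 0.310), and 0 had an unadjusted p under 0.05 in either. With the replicate block (check value 0.104) 0 of 12 passed in DRG, with a smallest adjusted p of 0.476. The setting that moved these counts most was a preset inter-gene correlation of 0.01, with 11 families in TG and 10 in DRG, whereas the estimated correlations were 0.0462 to 0.722 in TG and 0.0217 to 0.646 in DRG. In the libraries numbered 1 and 2 alone, 0 of 12 passed in either ganglion (smallest 0.172 in TG and 0.0789 in DRG). With RLE factors or total counts all 12 families kept their direction in both ganglia. After the GC-length correction the medians of the proteasome, respiratory and ribosomal families were between -0.30 and -0.19 in TG and between -0.43 and -0.33 in DRG. Those of collagens were 0.33 in TG and 0.19 in DRG and those of laminins 0.34 and 0.27, while complement components had 1.1 and 0.73, and the median of the channels was 0.02 in TG and -0.18 in DRG. No family was shown by camera to differ between ganglia in its sex difference (adjusted p = 0.946 for all 12). What size of difference this test could find was not simulated.

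**Figure D4:**
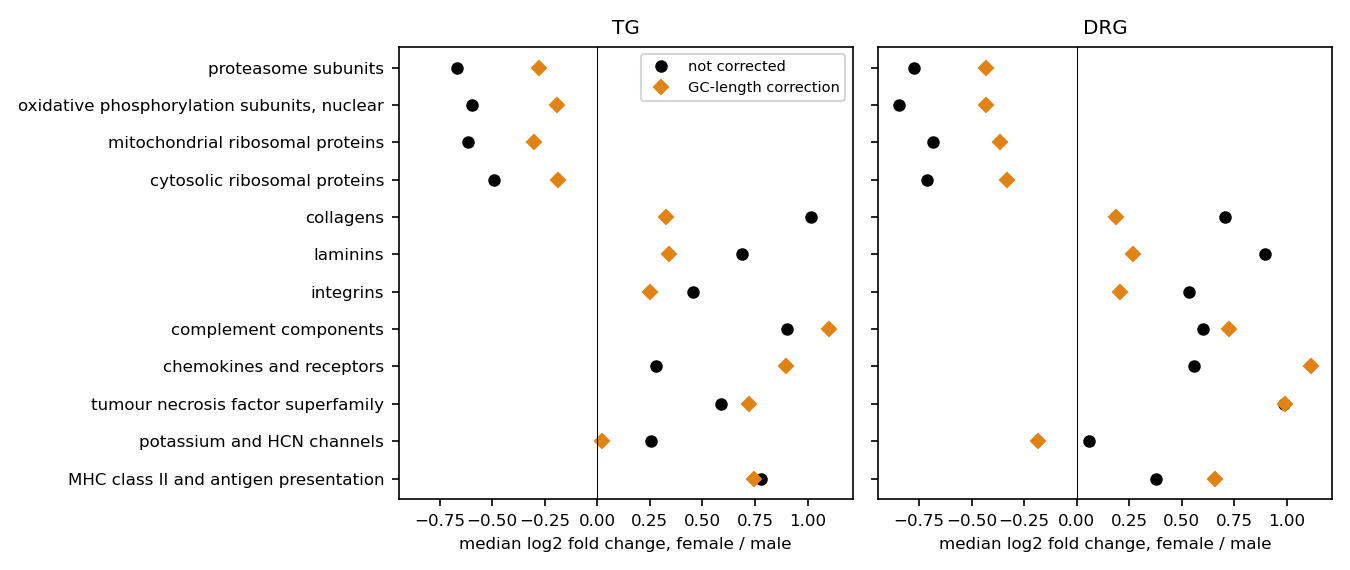
Median log2 fold change of female over male for the 12 gene families in TG (left) and DRG (right), without correction (black circles) and after the GC-length correction (orange diamonds). Proteasome subunits move from -0.67 to -0.28 in TG while complement components move from 0.90 to 1.1, and the DRG channels change sign from 0.06 to -0.18.

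Marker genes of 9 cell classes were averaged to see which cells the fractions held. The 18 sensory neuron markers had mean log2 CPM of 8.52 ± 0.16 in female and 8.46 ± 0.07 in male TG (SD, n = 3 each), and 8.62 ± 0.34 and 8.73 ± 0.16 in DRG. Satellite glia, fibroblast and Schwann cell markers lay between 6.08 and 7.54. Female and male libraries separated in 3 of the 18 class and ganglion combinations, each higher in females and each with an exact permutation p of 0.1, the smallest that 3 against 3 allows. These were macrophages in TG (0.92), mural cells in TG (0.56) and myelinating Schwann cells in DRG (0.48). Other differences were as large but with overlapping sexes. They were 1.04 for endothelial cells in DRG, 0.91 and 0.63 for fibroblasts in TG and DRG, and 0.70 for mural cells in DRG. Means were higher in males for erythroid cells in TG, sensory neurons in DRG and pituitary in both ganglia. Separation therefore does not pick out the classes with the largest differences. No replicate block applies to this permutation test. After the GC-length correction 1 combination separated, erythroid cells in TG, represented by 1 gene and higher in males. For macrophages the TG difference was then 0.98 with overlapping sexes. It was 0.99 for fibroblasts in TG and 0.96 for endothelial cells in DRG, also overlapping.

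Base composition was compared with the sex effect. Across genes, which are not independent replicates, the log2 fold change had Spearman's rho with GC content of 0.54 in TG and 0.20 in DRG, and with exon length of 0.19 and 0.32. GC content and length were known for 98.7% of the genes tested and 99.4% of the calls in each ganglion. Median GC content was 57.2% for female-selective and 44.8% for male-selective TG calls, against 49.8% for all genes tested. For DRG calls it was 54.4% and 50.3%. Within libraries, the deviation of log2 CPM from the mean of the ganglion had rho with GC content of 0.52, 0.51 and -0.12 in female TG 1, 2 and 3, and -0.34, -0.23 and -0.42 in the male TG libraries. In DRG it was 0.28, 0.19 and -0.26 in females and 0.12, -0.01 and -0.41 in males. The library numbered 3 had the lowest value in 4 of 4 groups. After the correction the rho of the fold change with GC content was 0.03 in TG and 0.01 in DRG.

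**Figure D5:**
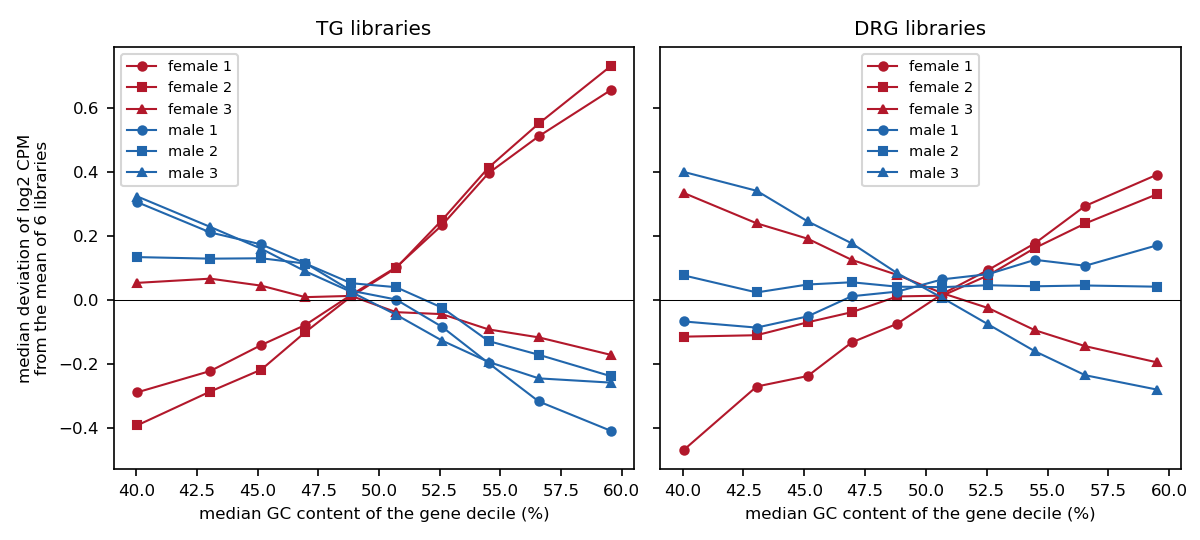
Median deviation of log2 CPM from the mean of the 6 libraries of a ganglion (vertical) for gene deciles by GC content in percent (horizontal), 1 line per library, females in red, males in blue, with circles, squares and triangles for libraries 1, 2 and 3. Female TG 1 and 2 rise with GC content while female TG 3 falls with it, with rho of 0.52, 0.51 and -0.12, and the DRG libraries numbered 3 fall in both sexes.

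Directions were compared between the replicate numbers. Of the 3457 TG genes that met the study's criteria in the libraries numbered 1 and 2 and could be read in all libraries, 43.7% had the same direction between the female and male library numbered 3, which took no part in the calls. In DRG it was 63.1% of 1750. When the libraries numbered 1 were set aside in the same way, 89.3% of 392 TG calls and 85.3% of 367 DRG calls had the same direction in them. For number 2 this was 94.1% of 406 and 88.7% of 212.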

Values the study reported

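The study reported 963 sex-dependent DEGs in the TG fractions and 540 in the DRG fractions, at RPKM above 1, a fold change above 2 and an unadjusted p under 0.05. It counted 594 female-selective DEGs in TG against 172 in DRG, with 38 common to the ganglia. Male-selective DEGs numbered 368 in DRG and 369 in TG, of which 79 were found in both. For Cd74 it listed fold changes of 2.2 in DRG and 2.5 in TG, and for Notch3 a fold change of 5.5 in TG.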

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

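Both tests in this part were chosen before the result they measure was seen. Reads that were assigned to no counted feature, which may include reads in introns, take part in no comparison of the study. Their share was far above the smallest share the depth can show, with a median of 45.0% over the 12 libraries. The mean share was 48.4% ± 1.98 in female DRG, 46.8% ± 2.91 in female TG, 40.3% ± 2.21 in male DRG and 42.1% ± 5.24 in male TG (SD, n = 3 each). Within ganglia it was 6.40 percentage points higher in females (two-sided exact permutation p = 0.02 over 400 regroupings, which can reach 0.005). Male TG 3, at 47.9%, was above female TG 3, at 43.5%, so the difference did not hold in the TG libraries numbered 3.

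Genomic DNA carried into the libraries would add reads evenly over the genome. It would then raise the reads in 1482 chemosensory receptor genes by 45.1 on a scale like that of CPM, but relative to all reads in and outside genes, if it made up the whole female excess. The observed difference was -6.61 on that scale, a ratio of -0.146 to that expectation, which goes against this explanation. Unspliced or nuclear RNA could also raise the share. The mean log2 CPM of 5 nuclear RNAs was 0.36 higher in females (exact permutation p = 0.065, smallest possible 0.005), with 0.66 for Neat1 (p = 0.03), 0.51 for Meg3 (p = 0.045) and -0.02 for Malat1 (p = 0.965), all exact permutation tests. The difference cannot be told apart from one in nuclear RNA, and no biological explanation was tested.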

How the results depend on the processing

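The libraries numbered 1 and 2 fitted alone, and the GC-length correction of the marker classes, were chosen after the results were seen. All other alternatives were chosen before the data were examined. They include the GC-length correction of the gene tests, but its use to test an explanation was chosen after the result was seen. No alternative on the list failed to run. For every change listed here the cause was not tested, except where a test is named under the other observations.

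The 1033 TG genes became 312 after the GC-length correction, 251 with the replicate block added to it, 2713 at a fold change above 1.5 and 3491 in the libraries numbered 1 and 2. Under the other alternatives the count lay between 828 and 1189. The replicate block gave 828, of which 752 were among the 1033, and the deviations of same-numbered female and male TG libraries had a mean correlation of -0.0609. With this block 6 of 6 RT-PCR genes kept their direction in TG and 4 of 6 had an unadjusted p under 0.05 (the exceptions were Bgn and Mxra8, at 0.0613 and 0.180), and 3 of 6 with the GC-length correction added. Leaving out 1 library at a time gave 580 to 2527 genes, the most without female TG 3. The 689 DRG genes became 411 after the GC-length correction, 383 with the block added, 1640 at a fold change above 1.5 and 1769 in the libraries numbered 1 and 2. Under the other alternatives the count lay between 643 and 863, and between 372 and 1580 with 1 library left out.

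By adjusted p, the TG count of 0 (2898 genes at an unadjusted p under 0.05) became 4 without the low-count filter (among them Mrc2 and Notch3 higher in females and Bud31 in males), 1 in the model of all 12 libraries, 812 with DESeq2 and 6246 in the libraries numbered 1 and 2. Leaving out 1 library gave 0 to 3389. The DRG count of 0 (1649 genes at an unadjusted p under 0.05) became 345 with DESeq2, 41 of them higher in females, and 1413 in the libraries numbered 1 and 2. Leaving out 1 library gave 0 to 5 genes, namely Hspg2, Ly6a and Ly6c1 (female) and Calb1 and Slc35f4 (male) without female DRG 3, and Stmn3 and Tagln3 (male) without male DRG 3. These genes were named after their values were seen.

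The 0 families (0 at an unadjusted p under 0.05) became 11 in TG and 10 in DRG at the preset correlation, and stayed at 0 under the other alternatives. With 1 library left out, 0 to 0 passed in TG and 0 to 2 in DRG, where mitochondrial and cytosolic ribosomal proteins passed without male DRG 3. The DRG median of potassium and HCN channels, 0.06, reversed to -0.053 without the low-count filter, -0.068 with the block, -0.18 after the GC-length correction and -0.22 with both. It ran from -0.044 to 0.13 with 1 library left out.

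The 94 shared female-selective genes became 213 by total counts, 49 with the block, 38 after the GC-length correction, 19 with both, 232 at a fold change above 1.5 and 408 in the libraries numbered 1 and 2, and 34 to 205 with 1 library left out. The 71 shared male-selective genes became 14 by total counts, 24 after the GC-length correction, 22 with the block added, 577 at a fold change above 1.5, 107 in the model of all 12 libraries and 594 in the libraries numbered 1 and 2, and 31 to 183 with 1 library left out. The interaction stayed at 0 under all 8 alternatives run (292 genes at an unadjusted p under 0.05) and at 0 to 0 with 1 library left out. The 114 TG against DRG genes became 185 with the block, 176 with the GC-length correction added and 196 with DESeq2, and 71 to 162 with 1 library left out. The 3 separated marker combinations became 1 after the GC-length correction, and 3 to 9 with 1 library left out.

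Of 575 comparisons of single genes with an alternative chosen beforehand, 559 kept their direction and side of the threshold, 11 became weaker and 5 stronger, and 0 reversed. Of 65 gene results, 13 became weaker when some library was left out, Mxra8 in TG and Med27 in DRG became stronger, and 4 became weaker after the GC-length correction (Arxes2, Icam1 and Socs3 in TG, Ndufa8 in DRG).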

Other observations

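The tests of GC content and gene length, for the sex-dependent genes and the immune families, and of the GC trends of single libraries were chosen only after the result was seen. The 280 DRG genes higher in females and the 94 shared with TG were the counts that differed most, as ratios, from those quoted. Both were higher than the quoted counts.

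Regrouping the 6 libraries of a ganglion tested whether the sexes were special among the possible groupings. Of the 4 splits that part all 3 same-numbered pairs, 2 of 4 gave as many TG genes by the study's criteria, the split by sex included. The other was the split that exchanged the libraries numbered 3, with 1235 genes against 1033. DESeq2 gave 1903 adjusted calls in that split against 812, so again 2 of 4 splits, and after the GC-length correction it gave 501 genes against 312. That split sets female TG 1 and 2 and male TG 3 against the others, so the female and male libraries numbered 3 differ in another way than those numbered 1 and 2. A batch shared by both libraries of a number is balanced over the sexes and does not give this split. In the fit with the replicate block, which takes out such a batch, 828 genes met the criteria, 752 of them among the 1033. The 6 other TG splits part 1 pair each and gave 18 to 527 genes. In DRG 1 of 4 splits gave as many genes by the study's criteria and 1 of 4 as many by DESeq2, with 43 to 487 and at most 6 in the others. Of the 6 DRG splits parting 1 pair, 1 gave 738 genes. The counts of 0 adjusted genes and 0 families were reached by 4 of 4 splits in each ganglion, as a count of 0 always is (2898 and 1649 genes and 0 and 0 families at an unadjusted p under 0.05). For the shared lists 2 of 4 joint splits gave a list as large as the female-selective one, and 2 of 4 as large as the male-selective one, where either list of a split could count. Exchanging number 3 gave 120 genes higher in the group with female libraries 1 and 2 and 26 higher in the other, so that by the matching direction no other split had 71 male-selective genes. For the interaction 32 of 32 splits gave as many adjusted calls, as a count of 0 always allows. Of the 31 other splits 3 gave adjusted calls, up to 1924, and 21 of 32 gave at least 292 genes at an unadjusted p under 0.05. For TG against DRG 1 of 32 splits gave as many genes, and all 31 others gave 0.

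A candidate explanation for part of the sex-dependent counts is a difference between libraries in GC content and gene length. After the correction 312 TG and 411 DRG genes met the study's criteria. In simulated data the study's criteria gave 258 false calls after the correction, and of the corrected calls 185 in TG and 257 in DRG were among the uncorrected ones, so the counts that remain do not show how much of the sex effect lies outside GC content and length. The GC trends differed within a sex by up to 0.640 in TG and 0.538 in DRG, against differences between the sex means of 0.637 and 0.167, so the GC trends may belong to single libraries as much as to a sex. In TG the trends of the female libraries nevertheless all lay above those of the male libraries, the lowest female value being -0.12 and the highest male value -0.23, while in DRG the sexes overlapped. For gene length the DRG trend also parted the sexes, with a mean difference of 0.359 and a range of 0.0392 within females and 0.441 within males. In TG the difference was 0.222 and the ranges 0.185 and 0.572. Library size did not account for the counts, which were 1034 and 678 after thinning to the smallest library. Nor did the most abundant genes, without which they were 1025 and 676. DESeq2 being too liberal at this size was tested by its median adjusted calls over the splits that mix the sexes, which were 0 in TG and 1 in DRG. Single mixed splits gave up to 1903 in TG and 105 in DRG, and in simulated data 30 of 183 DESeq2 calls were false, against 5 of 142 in edgeR, so the DESeq2 counts may include false calls.

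The libraries numbered 3 had the lowest GC trend in 4 of 4 groups. Chance alone would put some number lowest in all 4 with a probability of 0.0370 if the groups were independent. TG and DRG libraries of one sex and number may share animals, so this probability may be too small. A batch that follows the number could produce the shared lowest trend. The share of Malat1 also followed the number, at 3.42% to 4.21% in the libraries numbered 3 and 1.81% to 3.04% in the others. That of Rpph1 was 0.159% to 0.386% against 0.541% to 1.33%, while Mtap1b, the other gene above 1% of a library, overlapped. These shares were picked after they were seen. They go with a difference that follows the number, but whether a batch was its cause was not tested. After the correction the mean correlation of same-numbered female and male libraries was -0.0514 in TG and 0.0791 in DRG, and that of TG and DRG libraries of one sex was 0.0850. The correction removes the GC trend itself, so these values speak only to what else the libraries share. Of the TG calls from the libraries numbered 1 and 2, 43.7% had the same direction in number 3, no more than a difference other than sex between those libraries would give. In DRG 63.1% did, with 74.7% of the male-selective calls but 46.3% of the female-selective ones, so such a difference remains possible for the female-selective DRG calls. After the GC-length correction the shares of all such calls were 36.4% in TG and 58.4% in DRG. With number 1 or number 2 set aside instead, the corrected shares were 77.0% and 81.8% in TG and 76.0% and 86.9% in DRG. The share of reads outside genes parted the TG libraries in the same way as the exchange of number 3. It was 47.7%, 49.1% and 47.9% in female TG 1 and 2 and male TG 3, and 37.6% to 43.5% in the others. The mean log2 CPM of the 5 nuclear RNAs did so too, at 9.72, 9.79 and 9.87 against 8.96 to 9.28. Both were set against this split after they were seen. What made the TG libraries numbered 3 differ from the others is therefore not settled.

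Immune families (MHC class II, complement, chemokines and TNF) were higher in females, with median log2 fold changes of 0.54 over 71 TG genes and 0.60 over 69 DRG genes. None of these 4 families passed camera in either ganglion. GC content and gene length did not account for the direction, since the corrected medians were 0.84 and 0.89. More macrophages in the female fractions may account for it in TG, where their markers were 0.92 higher without overlap. In DRG the markers differed by 0.54 with overlapping sexes, and after the GC-length correction the sexes overlapped in both ganglia, with differences of 0.98 in TG and 0.76 in DRG (exact permutation p = 0.2 each). Macrophages were therefore not shown to account for the immune families in either ganglion, nor to differ in this between them. No call of a biological cause is made from these values.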
